A study of Mus musculus with 8 samples. Its data were reported in "Adipocyte‐specific FFA2 deletion leads to increased adipose inflammation and is associated with altered intestinal lipid handling in mice" (2026).

How the data were processed

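RNA sequencing was performed on jejunal mucosa from male mice in which the free fatty acid receptor FFA2 (gene Ffar2) was deleted in adipocytes by an adiponectin-driven Cre recombinase (Adipoq‐F2‐KO) and from floxed littermates without Cre (FFA2 fl/fl, the floxed controls). Mice were 12 weeks old when placed on a Western diet with 10% fructooligosaccharides (FOS) and were sampled after 2 weeks in thermoneutral housing. There were 4 libraries per genotype and 8 in all. Groups and replicate numbers were taken from the sample titles. Libraries were prepared from polyadenylated RNA with a stranded kit and read from one end over 75 bp.

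The authors trimmed adapters with Trimmomatic, aligned the reads to the mouse genome with STAR and counted reads per Ensembl gene with featureCounts. The deposited values are these raw read counts, one set per library, neither normalized nor pooled. The genome build, the annotation release, the software versions and the strand setting of the counting were not stated, so genes that overlap another gene on either strand are reported as uncertain. Gene symbols and the order of genes along chromosomes were taken from the GENCODE M21 annotation of mouse assembly GRCm38, and no coordinates are given. Of 56980 gene identifiers, 52073 had a symbol, of which 135 shared it with another identifier. Among the tested genes 278 had no symbol. Older symbols of list genes were matched through RefSeq synonyms, and Ddit3, whose symbol belongs to more than 1 identifier, and the list entry E4bp4 were left out.

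Total counts ranged from 6007654 to 21712776 per library. A raw count of 3 was taken as the floor under which a gene was not distinguished from absence. Floors and model errors cover counting error and the spread between libraries, since the reads carried no molecular identifiers. The 12 pairs of libraries within a genotype were compared by a chi-square statistic over genes, which ranged from 5.04 to 56.6 per gene, and by correlation of log2 values across genes (0.920 to 0.981), so no library was a duplicate of another of its genotype. Pairs across genotypes were not compared in this way.

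The design, the lists, the rule for naming genes and most alternatives were fixed before the data were examined. Genes with at least 10 counts in at least 4 libraries were tested, 15986 in all, out of 32652 with at least 1 count. DESeq2 1.42.0 in R 4.3.3 was run on the deposited counts with genotype as the only term, default size factors, default outlier handling and independent filtering, with two-sided Wald tests and Benjamini-Hochberg (BH) adjustment. An adjusted p was not given by DESeq2 for 8 tested genes, and these were left as missing. DESeq2 was the main test because the authors used it, and edgeR's quasi-likelihood test was an alternative. Normalized counts are counts divided by the DESeq2 size factor of the library, and fold changes are Adipoq‐F2‐KO over floxed controls.

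Because the pathway tables used by the authors were not used here, 6 lists of genes written by hand were tested: fat digestion and absorption, fatty acid metabolism, cholesterol biosynthesis, inflammatory response, DNA damage response, and glutathione and drug metabolism. Each was tested with camera (limma 3.58.1, voom weights, TMM scaling from edgeR 4.0.16, preset correlation 0.01), two-sided, with BH adjustment over the 6 lists. The direction of a list is its median DESeq2 log2 fold change. A list score is the mean over genes of log2 values centred on the 8 libraries. Over-representation of each list among genes with an unadjusted DESeq2 p below 0.05, taken separately for higher and lower genes, was tested with Fisher's exact test, one-sided, against all tested genes, with BH adjustment over 12 tests. A further 22 lists served to look for differences in tissue content, time of day, handling, sex and the neighbourhood of the Adipoq gene: villus enterocyte, crypt stem and progenitor, proliferation, Paneth, goblet, enteroendocrine, smooth muscle, T and intraepithelial lymphocyte, B and plasma cell, macrophage, pancreas, adipose tissue, proximal small intestine, distal small intestine, clock (morning phase), clock (evening phase), immediate early genes, heat shock, MHC class II, genes beside Adipoq on the chromosome, male and female. Principal components were computed from the 1000 most variable tested genes that belong to none of the 28 lists.

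Genes were named by a rule. The 5 genes Ffar2, Ffar3, Nfkbiz, Phospho1 and Tns4 were fixed because the study discussed them. Among genes with an adjusted p below 0.05, a mean normalized count of at least 50 and no overlap between the genotypes, up to 5 per direction were named, and where a direction had none, the 3 genes with the smallest unadjusted p under the same conditions. In each of the 6 lists, up to 3 genes with the smallest unadjusted p below 0.05 were named. A result for 1 gene is not reported here. Rasgrf1 lies outside this rule and was chosen after its values were seen. The genes near Zfp949 and Eif4a2 lie outside it too. Rfc4 and St6gal1 belong to a list fixed before the data were examined. The tests of the neighbours of Zfp949 and Eif4a2 were written down once these 2 genes had passed and before the values of the neighbours were seen, and the single neighbours to name, and the matched random pairs used for Eif4a2, were picked afterwards.

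The alternatives were edgeR and limma-voom, TMM factors and size factors without the 50 most abundant genes, no filter and a mean normalized count of at least 50, independent filtering or Cook's distance handling switched off, the replicate number as a block, 1 surrogate variable (sva 3.50.0), and 8 fits that each left out 1 library. For lists they also included camera with an estimated correlation, fry, DESeq2 size factors and exact permutation of the list score. Over-representation was repeated with edgeR, with an unadjusted p below 0.01 and against genes with a mean of at least 50. A depth class as a covariate, the 5 libraries above 10000000 counts alone and the smooth muscle score as a covariate were chosen after seeing the data. Every one of the 35 splits of the 8 libraries into 4 and 4 was fitted in the same way.

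The scripts were tested on simulated counts with 200 changed genes, of which 189 were among the 15329 tested. DESeq2 recovered 67% of the 200 and made 23 false calls among 158, edgeR recovered 58% with 4 false calls among 120, and limma-voom 58.5% with 5 among 122. A simulated list of 40 genes shifted by 0.3 on the log2 scale passed camera, camera with an estimated correlation and fry. The simulated genes were drawn independently of each other, so this does not show how the list tests behave when genes are correlated.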

Results

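The data collected were read counts per gene in the jejunal mucosa of 4 floxed controls and 4 Adipoq‐F2‐KO mice after 2 weeks on the FOS-supplemented Western diet. The floxed libraries 1 to 4 held 19081631, 21712776, 6007654 and 15472183 counts, and the Adipoq‐F2‐KO libraries 1 to 4 held 15204995, 18155475, 6102595 and 6541595 counts. The 3 libraries with fewer than 10000000 counts (floxed 3, Adipoq‐F2‐KO 3 and 4) are called shallow below and the other 5 deep. The shallow libraries hold 1 control and 2 knockouts, too few for a comparison among themselves. On the first principal component, which carried 67.1% of the variance, the genotypes did not separate (exact permutation test, two-sided, p = 0.657). On the second, which carried 9.43%, they did not separate either (exact permutation test, p = 0.0857). The scores on the first component followed the smooth muscle list score over the 8 libraries (Pearson's r = 0.9903, exact permutation p = 2.5e-05, BH-adjusted over 5 measures 1.2e-04; Spearman's rho = 1.00, exact permutation p = 5.0e-05, adjusted 2.5e-04; r = 0.979 without the 2 libraries farthest from the median score). Within the 5 deep libraries alone, r with the smooth muscle score was 0.997. It is given without a test, since neither depth class holds the 6 libraries that one would need.

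**Figure D1:**
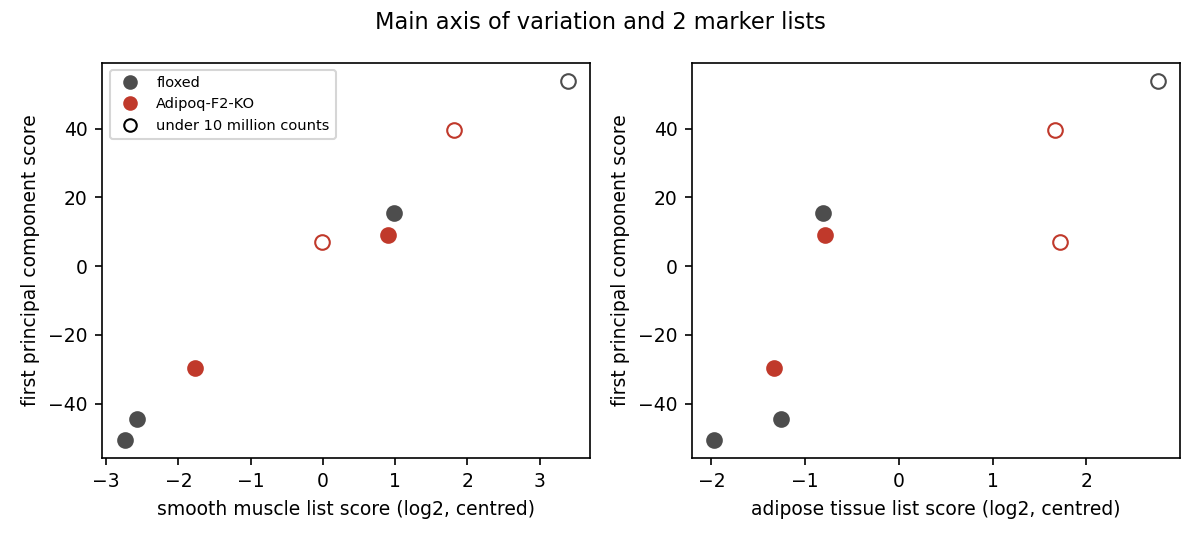
Score on the first principal component (y axes) of each library against its smooth muscle and adipose tissue list scores (x axes, mean log2 value centred on the 8 libraries), for floxed controls (grey) and Adipoq‐F2‐KO (red), open circles marking libraries under 10000000 counts. The smooth muscle scores run from −2.74 to 3.39 in the order of the component, and the adipose tissue scores of the 3 shallow libraries are 1.66 or more while those of the other 5 are −0.78 or less.

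The first question was whether deleting FFA2 in adipocytes left its expression in the intestine unchanged. Ffar2 (ENSMUSG00000051314, protein-coding, chromosome 7) was detected at a low level in both genotypes. Its raw counts were 12, 18, 2 and 11 in the floxed libraries and 13, 12, 6 and 3 in the Adipoq‐F2‐KO libraries. The normalized count was 7.36 ± 2.31 (SD, n = 4) in controls and 8.84 ± 2.85 (SD, n = 4) in Adipoq‐F2‐KO, and the log2 fold change was 0.18 with a standard error of 0.56 (DESeq2, adjusted p = 0.9998). At this depth the 95% interval of the log2 fold change ran from −0.91 to 1.28, so a change of up to about that size was not detectable. The related receptor Ffar3 (ENSMUSG00000019429, chromosome 7) had normalized counts of 15.3 ± 6.01 (SD, n = 4) and 22.8 ± 7.44 (SD, n = 4), with a log2 fold change of 0.54 (standard error 0.46; DESeq2, adjusted p = 0.9998). Because the deletion was made in adipocytes, these genes did not test the knockout itself.

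The second question was how many genes differed between the genotypes. Of 15986 tested genes, 6 had a BH-adjusted p below 0.05 in DESeq2, of which 5 were higher and 1 was lower in Adipoq‐F2‐KO. At an unadjusted p below 0.05 there were 485 genes (264 higher, 221 lower), or 3.03% of those tested, where 5% of the tested genes would be 799.3. The excess of higher genes did not hold under all alternatives, with 242 higher and 249 lower with TMM factors in DESeq2, 260 and 297 with edgeR, 414 and 474 in the 5 deep libraries, 196 and 205 without Adipoq‐F2‐KO library 1, 266 and 266 without Adipoq‐F2‐KO library 2, and 181 and 183 without Adipoq‐F2‐KO library 4. Of the 485, 416 (85.8%) had an absolute log2 fold change below 1. The values of the 4 Adipoq‐F2‐KO libraries lay wholly above or below those of the 4 controls at 339 genes (2.12%), and chance alone gives 2.86%. The adjusted count moved most when floxed library 3 was left out, to 108 genes, of which 5 were among the 6. With TMM factors in DESeq2, 7 genes passed (5 higher, 2 lower) and these included the 6. The median log2 fold change of all tested genes was −0.01.

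**Figure D2:**
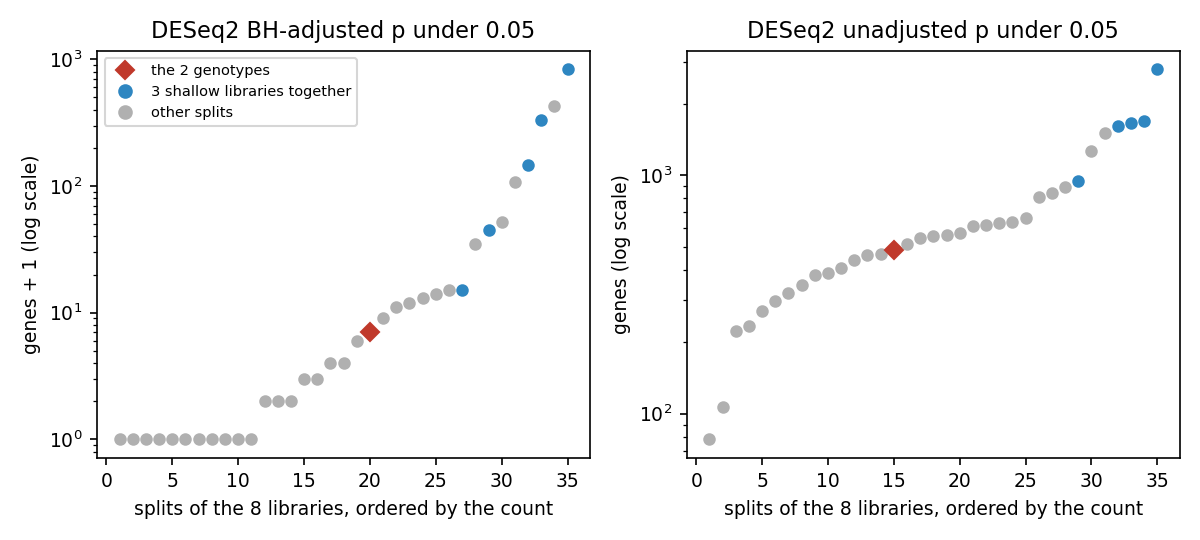
Number of genes (y axes, log scale, with 1 added on the left) at a DESeq2 BH-adjusted (left) or unadjusted (right) p below 0.05 in each of the 35 splits of the 8 libraries into 4 and 4, in order of the count. The genotypes (red diamond) gave 6 and 485 genes, and the 5 splits that keep the 3 shallow libraries together (blue) gave from 14 to 833 and from 945 to 2787.

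Zfp949 (ENSMUSG00000032425, a zinc finger gene on chromosome 9) had the smallest p. It overlaps Gm26461, an RNA gene on the same strand with 14 counts over all libraries. Its normalized count was 47.9 ± 3.58 (SD, n = 4) in controls and 200.3 ± 19.4 (SD, n = 4) in Adipoq‐F2‐KO, with a log2 fold change of 2.07 (standard error 0.18; DESeq2, adjusted p = 2.6e-26), and it was above all controls in 4 of 4 Adipoq‐F2‐KO libraries. It stayed below an adjusted p of 0.05 under all 21 alternatives, with log2 fold changes from 2.00 to 2.13 and adjusted p from 3.2e-27 to 7.7e-04. The 1 lower gene was Rasgrf1 (ENSMUSG00000032356, also on chromosome 9), whose mean count was too low for the naming rule and which was chosen after its values were seen. Raw counts were 33, 68, 12 and 43 in controls and 2, 3, 1 and 2 in Adipoq‐F2‐KO, all at or under the floor of 3, so that Rasgrf1 was at least 7.19-fold lower (DESeq2, adjusted p = 5.0e-05). With limma-voom the adjusted p of Rasgrf1 was 0.106, the highest among the 15 alternatives that tested it, the lowest being 3.1e-05. Rasgrf1 fell below the filter in the fits without a floxed library, in the 5 deep libraries and at a mean count of at least 50. Its dependence on a single control was therefore not tested.

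The other 4 genes were higher in Adipoq‐F2‐KO, above all controls in 4 of 4 libraries, and their changes were small. Hist1h1b (ENSMUSG00000058773, chromosome 13) rose from 78.9 ± 15.04 to 138.1 ± 11.1 (SD, n = 4 each; log2 fold change 0.86, standard error 0.19, DESeq2 adjusted p = 0.0212). It belongs to a family of near-identical histone genes whose transcripts mostly lack a poly-A tail, so its count in a poly-A library is uncertain. Eif4a2 (ENSMUSG00000022884, chromosome 16) rose from 1598 ± 55.1 to 2267 ± 292 (SD, n = 4 each; log2 fold change 0.50, standard error 0.11, DESeq2 adjusted p = 0.0369). It contains small RNA genes in its introns and overlaps Rfc4 on the opposite strand. Stard4 (ENSMUSG00000024378, chromosome 18) rose from 2757 ± 169 to 3620.0 ± 243 (SD, n = 4 each; log2 fold change 0.39, standard error 0.09, DESeq2 adjusted p = 0.0369). Neu1 (ENSMUSG00000007038, chromosome 17) rose from 399.9 ± 26.02 to 579 ± 70.4 (SD, n = 4 each; log2 fold change 0.54, standard error 0.12, DESeq2 adjusted p = 0.0369). With edgeR none of these 4 genes passed, each at an adjusted p of 0.999, and edgeR called 2 genes in all, Zfp949 and Rasgrf1, against 557 at an unadjusted p below 0.05. Over the 21 alternatives Hist1h1b failed the adjustment in 11, and Eif4a2, Stard4 and Neu1 in 13 each.

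No lower gene met the conditions of the naming rule. The 3 lower genes with the smallest unadjusted p failed the adjustment, although Epha2 passed in 5 of 21 alternatives, among them TMM factors (0.0441) and the fits without floxed library 2 (0.0187), floxed library 3 (0.0115) or Adipoq‐F2‐KO library 2 (0.00554), in a range up to 0.999. They were Epha2 (ENSMUSG00000006445; log2 fold change −0.65, DESeq2 adjusted p = 0.0592), Gm47528 (ENSMUSG00000111282; −1.13, 0.127) and Cidec (ENSMUSG00000030278; −0.49, 0.232), each below all controls in 4 of 4 Adipoq‐F2‐KO libraries. Gm47528 passed in 3 alternatives, with the smooth muscle covariate (0.00375) and without floxed library 2 (0.0284) or floxed library 3 (9.6e-04), in a range up to 0.999, and Cidec in 2, without floxed library 3 (0.00422) and in the 5 deep libraries (0.0256), in a range up to 0.99999. Gm47528 lies on the opposite strand of the abundant Apoa4 gene and could hold reads of it. Apoa4 itself had a log2 fold change of 0.22 (DESeq2, unadjusted p = 0.184), which argues against a fall of Apoa4 as the source of the lower Gm47528 count. Of the genes that the study followed further, Nfkbiz (ENSMUSG00000035356) was higher (log2 fold change 0.64, standard error 0.17, 4 of 4 libraries above all controls) and did not pass the adjustment (DESeq2, adjusted p = 0.127). Nfkbiz passed in 2 of 21 alternatives, without floxed library 2 (0.0454) and without floxed library 3 (0.0254), in a range up to 0.999. Tns4 (ENSMUSG00000017607) was likewise higher (0.82, standard error 0.22, 4 of 4 libraries; DESeq2 adjusted p = 0.201). It passed in 5 of 21 alternatives, namely the replicate block (0.0457), the 5 deep libraries (0.0108) and the fits without floxed library 2 (0.0405), floxed library 3 (0.0251) or Adipoq‐F2‐KO library 3 (0.0401), in a range up to 0.99996. Phospho1 (ENSMUSG00000050860) was lower (−0.76, standard error 0.32, 3 of 4 libraries below all controls; DESeq2 adjusted p = 0.9998) and overlaps Zfp652 on the same strand and Abi3 on the opposite strand.

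**Figure D3:**
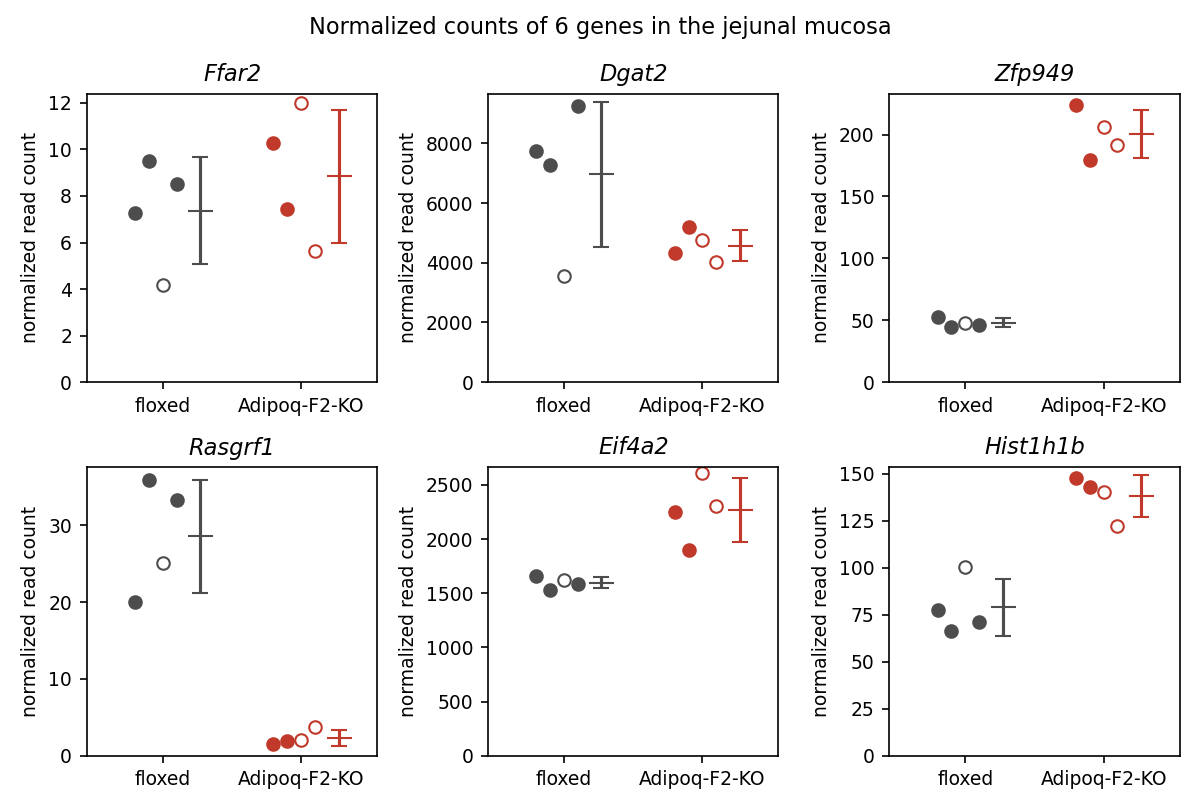
Normalized read counts (y axes, starting at 0) of 6 genes in each library of floxed controls (grey) and Adipoq‐F2‐KO (red), with the mean ± SD (n = 4) beside the points and open circles for libraries under 10000000 counts. Zfp949 and Rasgrf1 part the genotypes without overlap, and Dgat2 in floxed library 3 lies at 3561, under the 7276 or more of the other 3 controls.

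The third question, which the study asked of these samples, was whether genes of fat digestion, absorption and metabolism were lower in the Adipoq‐F2‐KO jejunum. The 39 tested genes of the fat digestion and absorption list had a median log2 fold change of −0.04, with 23 lower and 16 higher. The list passed camera at the preset correlation (BH-adjusted p = 0.0442), and 1 gene passed when adjusted over the list alone against 0 over all genes. Plpp3 (−0.76, DESeq2 adjusted p = 0.602) and Dgat2 (−0.60, adjusted p = 0.9998) were the list's genes with an unadjusted p below 0.05. Dgat2 differed in floxed library 3 from the other controls. Without that library the log2 fold change of Dgat2 was −0.82 and its DESeq2 adjusted p 1.1e-06, the lowest of a range up to 0.99999 over its alternatives. The list score was 0.03 ± 0.13 in controls and −0.03 ± 0.03 in Adipoq‐F2‐KO (SD, n = 4 each), and it did not separate the genotypes (exact permutation test, two-sided, p = 0.343).

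The 62 genes of fatty acid metabolism had a median log2 fold change of −0.04 (35 lower, 27 higher) and did not pass camera (adjusted p = 0.189), with 0 genes adjusted over the list alone and 0 over all genes. Its genes with the smallest unadjusted DESeq2 p were Cpt2 (−0.34), Acsl3 (0.60) and Etfb (−0.35), each at an adjusted p of 0.9998. Acsl3 and Etfb overlap other genes on the same strand. The 25 genes of cholesterol biosynthesis had a median of 0.11 (19 higher, 6 lower) and passed camera (adjusted p = 1.8e-05), with 3 genes adjusted over the list alone and 1, Stard4, over all genes. Fdft1 (0.65, DESeq2 adjusted p = 0.966, on the opposite strand of Ctsb) was also among its genes with the smallest p.

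The study also reported immune, cell stress and DNA damage pathways, and glutathione and drug metabolism was tested here beside them. The 42 genes of the inflammatory response list had a median log2 fold change of 0.01 (25 higher, 17 lower) and passed camera (adjusted p = 9.3e-04), with 0 genes adjusted over the list alone and 0 over all genes. Cxcl9 (1.36, DESeq2 adjusted p = 0.742), Tnfaip2 (0.91, adjusted p = 0.9998) and Irf1 (0.41, adjusted p = 0.9998) had the smallest p, and Tnfaip2 and Irf1 overlap genes on the opposite strand. The 48 genes of DNA damage response had a median of 0.01 and did not pass (camera, adjusted p = 0.571), with 0 genes adjusted over the list alone and 0 over all genes, and Gadd45g (−0.78, DESeq2 adjusted p = 0.9998) was its only gene with an unadjusted p below 0.05. The 74 genes of glutathione and drug metabolism had a median of −0.15 (65 lower, 9 higher) and passed camera (adjusted p = 4.2e-07), with 0 genes adjusted over the list alone and 0 over all genes. Gclc (−0.51), Ces2e (−0.23) and Gstk1 (−0.45) had the smallest p, each at a DESeq2 adjusted p of 0.9998. Without floxed library 1 this list no longer passed (camera, adjusted p = 0.0763).

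Of the 4 lists that passed camera at the preset correlation, 0 held with an estimated correlation or with fry at an adjusted p below 0.05. Cholesterol biosynthesis came nearest, with adjusted p of 0.188 and 0.203. None of the 6 list scores separated the genotypes by exact permutation (smallest adjusted p = 0.343), where 0.0286 is the smallest unadjusted p that 4 against 4 allows, so that 1 list alone could not pass the adjustment over 6.

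**Figure D4:**
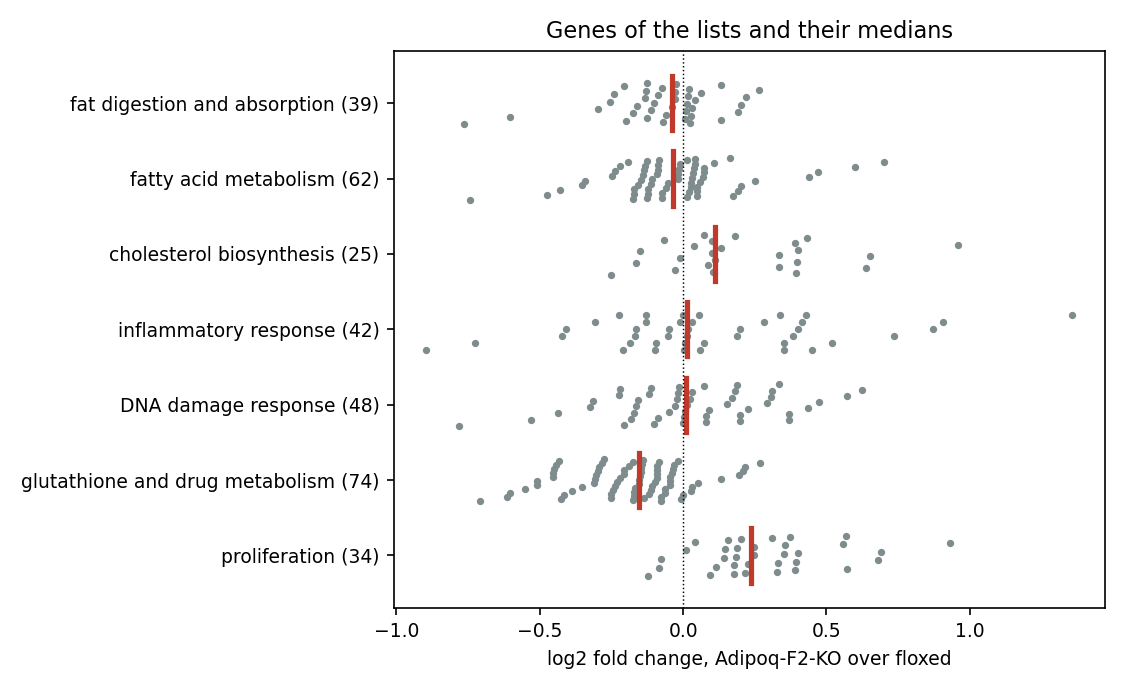
Log2 fold change (x axis, Adipoq‐F2‐KO over floxed) of each tested gene (grey points) of the 6 lists and of the proliferation list, with the number of genes in brackets and the median as a red bar. Medians lie between −0.15 and 0.24, and the fat digestion and absorption list lies at −0.04.

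Over-representation, the kind of test the study used, was applied to the 221 lower and 264 higher genes with an unadjusted DESeq2 p below 0.05. The study tested against the annotated mouse gene list and selected pathways at a p-value below 0.05. Here the lists were written by hand, the background was the tested genes and p was adjusted over 12 tests. The 2 procedures are therefore not like for like. Among the lower genes, 2 were in the fat digestion and absorption list, where 0.539 would fall by chance (Fisher's exact test, unadjusted p = 0.101, adjusted p = 0.303). In fatty acid metabolism there were 2, where 0.857 would fall by chance (Fisher's exact test, adjusted p = 0.507). Of the 12 tests, 3 had an adjusted p below 0.05. They were glutathione and drug metabolism among lower genes (6 against 1.02, Fisher's exact test, adjusted p = 0.00331), cholesterol biosynthesis among higher genes (5 against 0.413, adjusted p = 5.8e-04) and inflammatory response among higher genes (4 against 0.694, adjusted p = 0.0199). Fat digestion and absorption among lower genes passed in 4 of the 8 fits that left out 1 library, without floxed library 1 (3 genes, adjusted p = 0.0291), floxed library 2 (3 genes, 0.0313), floxed library 3 (6 genes, 0.0124) or Adipoq‐F2‐KO library 2 (5 genes, 0.00676). Glutathione and drug metabolism failed in 4 of these fits, without floxed library 1 (0 genes, adjusted p = 1.00) or Adipoq‐F2‐KO libraries 2 (1.00), 3 (0.167) or 4 (0.218). Inflammatory response failed without floxed library 1 (0.0515) or Adipoq‐F2‐KO library 2 (0.621), and cholesterol biosynthesis without Adipoq‐F2‐KO library 2 (0.0553). With an unadjusted p below 0.01 in place of 0.05, 1 of the 12 tests passed, cholesterol biosynthesis.

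The 22 further lists were compared in the same way, to see whether the genotypes differed in tissue content, time of day, handling or sex. With camera at the preset correlation and BH adjustment over the 22 lists, 8 passed. They were proliferation (34 genes, median log2 fold change 0.24, adjusted p = 4.0e-10), MHC class II (0.76, 6.6e-06), macrophage (0.61, 2.0e-04), B and plasma cell (0.87, 7.9e-04), genes beside Adipoq on the chromosome (0.51, 7.9e-04), T and intraepithelial lymphocyte (0.18, 0.0105), enteroendocrine (−0.15, 0.0105) and clock, evening phase (−0.21, 0.0108). Of these, 1 held with an estimated correlation and with fry, the proliferation list (adjusted p = 0.00533 and 4.2e-04). Its score was −0.13 ± 0.02 in controls and 0.13 ± 0.05 in Adipoq‐F2‐KO (SD, n = 4 each), with 4 of 4 Adipoq‐F2‐KO libraries above all controls. The exact permutation p of this score was 0.0286, the smallest that 4 against 4 allows, and 0.539 after adjustment over the 22 lists, which 1 list alone could not pass. The list had 31 genes higher and 3 lower, with 2 genes adjusted over the list alone and 0 over all genes.

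**Figure D5:**
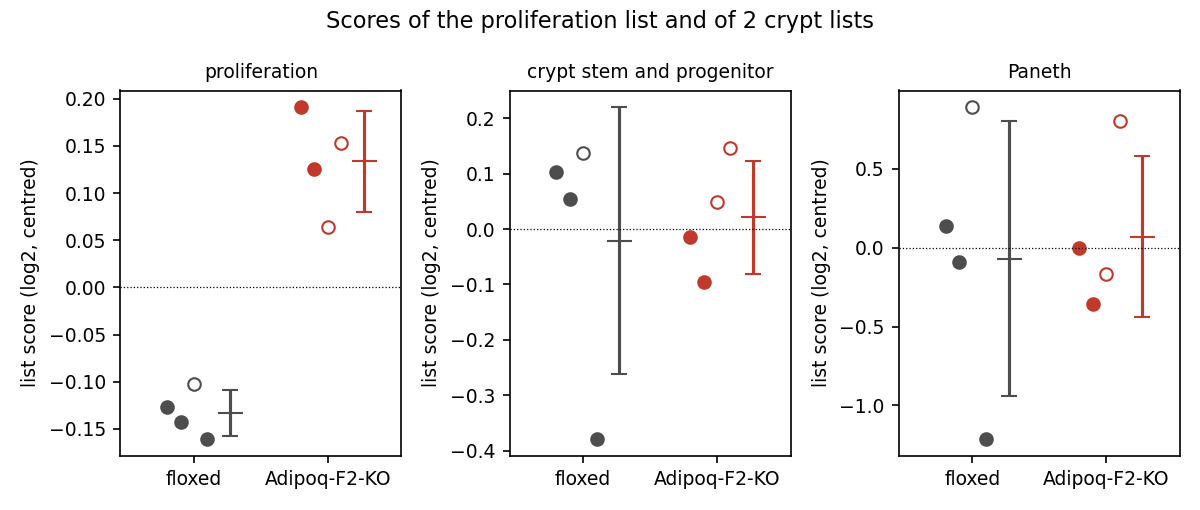
List scores (y axes, mean log2 value centred on the 8 libraries) of proliferation genes and of 2 sets of crypt markers in each library of floxed controls (grey) and Adipoq‐F2‐KO (red), with the mean ± SD (n = 4) beside the points and open circles for libraries under 10000000 counts. The proliferation scores are −0.10 or less in controls and 0.06 or more in Adipoq‐F2‐KO, while the scores of both crypt lists overlap.

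The other 14 lists did not pass camera (adjusted p from 0.0866 for heat shock to 0.898). Their median log2 fold changes were −0.03 for villus enterocyte, 0.03 for crypt stem and progenitor, 0.03 for Paneth, −0.04 for goblet, −0.12 for pancreas, −0.33 for adipose tissue, −0.03 for proximal small intestine, 0.03 for distal small intestine, 0.01 for clock, morning phase, −0.10 for immediate early genes, −0.10 for heat shock, −0.03 for male and −0.05 for female, of which 1 gene was tested. The smooth muscle list had a median of −0.94 and a mean score 0.47 higher in Adipoq‐F2‐KO, and did not pass either test (camera, adjusted p = 0.192; exact permutation p of the score 0.800).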

Values the study reported

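The study compared 4 mice per genotype in the jejunum. It stated that genes with an FDR below 0.05 gave no enriched pathway in the jejunum, and that its jejunal pathway analysis therefore rested on genes with a p-value below 0.05. As the reason for that choice it stated that lipid metabolism pathways were its specific target, to account for a 50% reduction in fatty acid absorption. Expression of FFA2 and FFA3 in the jejunum was described as unchanged, Nfkbiz as higher in Adipoq‐F2‐KO and Phospho1 as higher in controls.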

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

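The tests in this part were chosen after the results were seen. In 116 groups of 4 libraries (totals, the first principal component, named genes and list scores, each genotype apart), 2 had a library set apart from its group by Dixon's test, where 5.8 would be set apart by chance, so neither value stands out from what chance gives.

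Stard4 in floxed library 2 had a normalized count of 2505, against 2824 to 2873 in the other 3 controls, and lay 11.8% below their mean. Of 10225 tested genes with a mean of at least 50, 40.3% lay as far from the other controls in that library, so the ordinary spread between libraries is a candidate explanation and the close agreement of the other 3 controls made the gap. All 4 Adipoq‐F2‐KO libraries were above every control at Stard4 with or without this value, and no biological explanation was tested.

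The crypt stem and progenitor score was −0.38 in floxed library 4, against 0.05 to 0.14 in the other 3 controls. A shallower scraping would lower the scores of deeper tissue and leave a larger share of villus tissue. The Paneth score of −1.21, the smooth muscle score of −2.74, the macrophage score of −1.42 and the B and plasma cell score of −2.19 in this library were each the lowest of the 8, but so was the villus enterocyte score of −0.25, which goes against it. With 1 library these values do not decide, so a shallower scraping stays open. A difference of this mouse from its littermates was not tested and stays open too.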

How the results depend on the processing

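The number of genes at an adjusted p below 0.05 was 6 and stayed within 6 to 7 with TMM factors, without the 50 most abundant genes in the size factors, with a mean count of at least 50, with independent filtering or Cook's distance handling off and with the smooth muscle score as a covariate. The genes were not always the same, as 3 of the 6 were shared with the smooth muscle covariate and 5 with a mean count of at least 50. The number was 2 with edgeR, 1 with limma-voom, 3 without the filter, 3 with 1 surrogate variable and 3 with the depth class as a covariate. In the 5 libraries above 10000000 counts it was 81 (39 higher, 42 lower), of which 3 were among the 6, and 888 genes had an unadjusted p below 0.05. The smooth muscle covariate, the depth class and the 5 deep libraries were chosen after seeing the data. Over the 8 fits that each left out 1 library the adjusted count ran from 1 (without floxed library 1) to 108 (without floxed library 3). It was 18 without floxed library 2 (1 among the 6) and 2 without floxed library 4. In the fits without a floxed library Rasgrf1 fell below the filter and could not be counted. The balance of higher and lower genes at an unadjusted p below 0.05 was 264 to 221 and turned to 242 to 249 with TMM factors and 260 to 297 with edgeR. The unadjusted count ran from 276 (without floxed library 4) to 1310 (without floxed library 3). Without the filter 32652 genes entered, and the adjustment was made over more genes. Otherwise the cause was not tested.

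Replicate numbers did not pair the libraries. The deviations of libraries with the same number correlated at 0.55, 0.29, 0.02 and −0.43 across genes. With the replicate number as a block, 11 genes had an adjusted p below 0.05 (6 higher, 5 lower), of which 4 were among the 6. Under the block Tns4 passed (adjusted p = 0.0457) and Hist1h1b and Neu1 did not (0.267 and 0.305). The block changed no camera call among the 6 lists, and the further lists and over-representation were not run with it.

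The fat digestion and absorption list passed camera at the preset correlation and did not pass with an estimated correlation (adjusted p = 0.415), fry (0.499), exact permutation (0.686), 1 surrogate variable (0.533), the depth class (0.352) or the smooth muscle score (0.0788). Over the 8 fits that left out 1 library its adjusted p ran from 0.00104 (without floxed library 3) to 0.463 (without floxed library 1), it also failed without floxed library 2 (0.132) and Adipoq‐F2‐KO libraries 1, 3 or 4 (0.0651, 0.0661 and 0.135), and its median stayed negative. Fatty acid metabolism passed without the filter (0.00234) and in the 5 deep libraries (0.00697). Its median turned positive with 1 surrogate variable (0.980), the depth class (0.863) and the smooth muscle score (0.607). Leaving out 1 library gave adjusted p from 0.00197 (without floxed library 3) to 0.651, and without floxed library 1 the median was 0.05. Cholesterol biosynthesis kept a positive median under all alternatives and passed camera under each except an estimated correlation (0.188), fry (0.203) and exact permutation (0.343), and its adjusted p was at most 0.0204 when 1 library was left out. The inflammatory response list did not pass with an estimated correlation (0.235), fry (0.3602) or exact permutation (0.686). Leaving out 1 library gave adjusted p from 3.3e-05 to 0.0763 (without floxed library 1), and the median fell below 0 in 4 of these fits, to −0.04 without floxed library 1. DNA damage response never passed, and its median turned negative with a mean count of at least 50 (0.665), the depth class (0.863) the 5 deep libraries (0.754), without floxed library 2 (0.939, median −0.02) and without Adipoq‐F2‐KO library 4 (0.970, median −0.01), with adjusted p from 0.264 to 0.970 when 1 library was left out. Glutathione and drug metabolism kept a negative median and did not pass with an estimated correlation (0.391), fry (0.499) or exact permutation (0.686). Leaving out 1 library gave adjusted p from 4.6e-11 to 0.0763, the latter without floxed library 1. The exact permutation values decide little, because with 4 against 4 and 6 lists an adjusted p below 0.05 needs 4 lists at the smallest possible p. For cholesterol biosynthesis the unadjusted exact permutation p was 0.0571. The cause of the other changes was not tested.

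In the over-representation tests, 1 of 12 passed with an unadjusted p below 0.01, and from 1 to 4 when 1 library was left out. With edgeR glutathione and drug metabolism did not pass (adjusted p = 0.440), nor did inflammatory response against genes with a mean of at least 50 (0.435). Fat digestion and absorption among lower genes, which was not among the 3, passed in 4 of the 8 fits, without floxed libraries 1, 2 or 3 (0.0291, 0.0313 and 0.0124) or Adipoq‐F2‐KO library 2 (0.00676), where it was the 1 test that passed. Glutathione and drug metabolism failed in 4 of the 8 fits, cholesterol biosynthesis in 1 and inflammatory response in 2.

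Ffar2 kept a log2 fold change between 0.05 and 0.33 and no adjusted p below 0.05 in 20 alternatives. In 2 of these settings, the 5 deep libraries and the fit without floxed library 3, no adjusted p was given. For the other 27 named genes, 557 values were computed. None reversed, 51 lost and 21 gained an adjusted p below 0.05, and 12 genes changed side at least once. The other 485 stayed on the same side of the threshold or had no adjusted p, as for Cxcl9 and Ffar3 in those 2 settings. Among the genes that lost, Eif4a2, Stard4 and Neu1 each failed in 13 of 21 alternatives, Hist1h1b in 11 of 21 and Rasgrf1 in 1 of 15. None of those 15 left out a floxed library. Among the genes that gained, Epha2 passed in 5 alternatives, namely TMM factors (0.0441), a mean count of at least 50 (0.0280) and the fits without floxed library 2 or 3 or Adipoq‐F2‐KO library 2 (0.0187, 0.0115 and 0.00554). Gm47528 passed with the smooth muscle covariate (0.00375) and without floxed library 2 or 3 (0.0284 and 9.6e-04). Nfkbiz passed without floxed library 2 or 3 (0.0454 and 0.0254), Tns4 passed in 5 alternatives (lowest 0.0108), and Dgat2, Plpp3 and Cidec passed both without floxed library 3 (1.1e-06, 0.00906 and 0.00422) and in the 5 deep libraries (0.00138, 0.00565 and 0.0256).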

Other observations

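In this part, the tests of the neighbours of Zfp949 and of Eif4a2, of the 2 counts of genes and the 6 lists among other splits, and of villus share, time of day, position and immediate early genes on the main axis were written down before their results were seen. The matched random pairs used for Eif4a2 and all other tests were chosen afterwards.

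Other splits of the libraries gave many results as large as the genotypes. The counts below include the split by genotype itself. Of the 35 splits of the 8 libraries into 4 and 4, 16 gave at least 6 genes with an adjusted p below 0.05 and 21 gave at least 485 with an unadjusted p below 0.05. For over-representation, 6 of 35 splits gave 3 or more tests. Camera gave as small a p in 14 of 35 splits for fat digestion and absorption, 25 for fatty acid metabolism, 2 for cholesterol biosynthesis, 4 for inflammatory response, 24 for DNA damage response and 10 for glutathione and drug metabolism. Each is at least 5% of the splits. Among the further lists that passed camera, the count was 1 of 35 for proliferation and 1 for genes beside Adipoq on the chromosome, so no other split reached these 2 camera results. It was 6 for MHC class II, 8 for macrophage, 8 for B and plasma cell, 13 for T and intraepithelial lymphocyte, 6 for enteroendocrine and 10 for clock, evening phase. A count of 1 is the smallest possible, and the counts were not adjusted over the 22 further lists, so it is weak evidence. The score of the genes beside Adipoq did not part the genotypes. Its exact permutation p was 0.0857, with 2 of 4 Adipoq‐F2‐KO libraries above all controls.

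The count was 833 genes for the split that sets floxed libraries 1, 2 and 4 with Adipoq‐F2‐KO library 2 against the rest. That split keeps the 3 shallow libraries together, as do 4 others, and these 5 splits gave from 14 to 833 genes. Large counts also came from 2 splits that part the shallow libraries. Floxed libraries 1 and 4 with Adipoq‐F2‐KO libraries 1 and 3 against the rest gave 427 genes. Floxed libraries 1, 2 and 4 with Adipoq‐F2‐KO library 3 against the rest gave 106. The remaining splits gave 51 or fewer. With genotype as a covariate, 383 genes had a DESeq2 adjusted p below 0.05 between the depth classes (144 higher and 239 lower in the deep libraries). With the depth class as a covariate, the genotypes differed at 3 genes. Among the 5 deep libraries, 3 of the 10 splits into 3 and 2, the genotypes included, gave at least the 81 genes of the genotypes. Without floxed library 3, 4 of the 35 splits into 3 and 4, the genotypes included, gave at least 108. An exchange of labels between floxed library 3 and Adipoq‐F2‐KO library 2 could also give a larger count in that split, but the lowest Adipoq‐F2‐KO value of Zfp949 was 3.3996 times the highest control value, and Rasgrf1 separated the 8 libraries by their labels too.

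Zfp949 and Rasgrf1 lie on chromosome 9 with 4 tested genes between them. A share of 0.000637 of the tested genes lies as close to Zfp949 in gene order, which argues against chance neighbours. Of the other 32 tested genes within 5 Mb of Zfp949, 5 (15.6%) had an unadjusted DESeq2 p below 0.05 (Plscr2, Plscr1, Cep162 and Pgm3 lower, Ttk higher) and 0 had an adjusted p below 0.05. Of 14999 windows of as many neighbouring tested genes elsewhere, 99.0% held fewer, the median being 1. A candidate explanation is a changed chromosome segment that came with the Cre transgene, such as the site of its insertion or linked sequence of the strain in which it was made, which only the Adipoq‐F2‐KO littermates carry. An effect of FFA2 loss on these genes was not tested and stays open.

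Eif4a2 lies on chromosome 16 beside Adipoq, the gene whose promoter drives the Cre transgene. The list of genes beside Adipoq was written before the data were examined. Of its 7 genes, 3 were expressed enough to be tested, and the other 4 had at most 3 counts in any library. Rfc4 (log2 fold change 0.56, exact permutation p = 0.0571) and St6gal1 (0.51, p = 0.286) were higher by amounts close to Eif4a2 (0.50). Their mean of 0.54 lay above 98.2% of 10000 random pairs matched on mean count. The random pairs were not matched on the spread between libraries. St6gal1 had a standard error of 0.51, about as large as its log2 fold change, so this percentile does not decide. The gene next to the list genes on one side, Rtp4, had 0.18, and Dnajb11 and Tbccd1 on the other had −0.01 and 0.09. A gene present in 3 copies in place of 2 would have a log2 fold change of 0.58. Extra copies of these genes, carried in with a large transgene, may explain the value of Eif4a2, and Eif4a2 and Rfc4 overlap on opposite strands, so the pair is not wholly independent. Eif4a2 failed the adjustment in 13 of 21 alternatives (adjusted p from 6.0e-05 to 0.999). A response of Eif4a2 to FFA2 loss was not tested and stays open.

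The proliferation list was higher in Adipoq‐F2‐KO. A larger share of crypt tissue would raise the crypt stem and progenitor list too, whose median was 0.03, and with that list's score as a covariate the proliferation list still passed (camera, BH-adjusted over the 5 covariates, adjusted p = 3.3e-11, median 0.23). It also passed with the B and plasma cell score (adjusted p = 3.3e-11), which argues against lymphoid tissue in the scraping as the whole cause, with the smooth muscle score (adjusted p = 1.2e-11), with the difference between evening and morning clock scores (adjusted p = 1.6e-08) and with the depth class (adjusted p = 1.2e-11). Leaving out 1 library gave adjusted p over the 8 fits from 1.1e-10 to 2.6e-08 and medians from 0.19 to 0.29. All 34 genes of the list were expressed in this tissue, and none is in another list. The genes with the smallest p were Ccne2 (0.93, DESeq2 adjusted p = 0.487) and Ccnb2 (0.69, adjusted p = 0.742). Mki67 rose by 0.35 (exact permutation p = 0.0571). Of 43 tested replication-dependent histone genes, 40 were higher and 3 lower, with a median of 0.41, and the median was also positive with TMM factors (0.40) and without the 50 most abundant genes in the size factors (0.41). It stayed positive when 1 library was left out (0.20, without Adipoq‐F2‐KO library 2, to 0.51). Histone transcripts mostly lack a poly-A tail, so a difference in poly-A selection between libraries was not excluded for them. More cells in cycle in the Adipoq‐F2‐KO jejunum may account for the proliferation list, as a hypothesis found and tested on the same 8 libraries. The camera tests with covariates used the preset correlation, and other tissue not on these lists was not tested.

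The main axis of variation may reflect how much smooth muscle came off with the mucosa. The component was computed without any gene of the lists. Its correlation with the smooth muscle score was 0.9903, and 0.997 in the 5 deep libraries alone. All 10 genes of that list were expressed, and the counts of Myh11 were 107, 2912, 4630 and 106 in the floxed libraries and 183, 2234, 376 and 1883 in Adipoq‐F2‐KO. Among the other measures, r was −0.29 for villus against crypt tissue (rho = −0.36; exact permutation p = 0.465 and 0.389), −0.48 for time of day (rho = −0.69; p = 0.227 and 0.0694), −0.63 for position along the small intestine (rho = −0.55; p = 0.0933 and 0.171) and 0.57 for immediate early genes (rho = 0.31; p = 0.129 and 0.462). The smallest adjusted p of these 4 over the 5 measures was 0.173. Without the 2 libraries farthest from the median of each measure, r was −0.72, −0.82, −0.17 and −0.52 in the same order. In the 5 deep libraries alone r was positive for each, at 0.71, 0.11, 0.35 and 0.39 in that order. With 8 libraries these 4 measures cannot be excluded. The scores averaged 33.5 ± 24.01 in the 3 shallow and −20.1 ± 30.5 in the 5 deep libraries (exact permutation test over 56 splits, p = 0.0714).

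The adipose tissue list was high in the 3 shallow libraries. Adipoq had 59 raw counts in floxed library 3, 27 and 12 in Adipoq‐F2‐KO libraries 3 and 4, and at most 3 in each deep library. Of the 10 list genes with at least 10 counts in a library, 8 had more counts relative to the library total in each shallow library than in each deep one, and 6 had more raw counts despite the lower depth, which argues against depth itself. Fat tissue carried in with these 3 scrapings may be the source. Fat tissue and depth as sources of the main axis cannot be told apart, because the same 3 libraries are shallow and high in adipose genes. The 5 libraries with low adipose scores span 63.2% of the range of the axis. No biological explanation of this difference was tested, since the shallow libraries come from both genotypes.

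Floxed library 3, which had the highest smooth muscle and adipose scores, also had the lowest normalized count of Dgat2. It was 3561, against 7276 to 9270 in the other 3 controls and 4029 to 5188 in Adipoq‐F2‐KO. Leaving it out gave an adjusted p of 0.00104 for the fat digestion and absorption list, and leaving out floxed library 1 gave 0.463. Whether the low value of Dgat2 in this mouse came from tissue content or from the mouse was not tested. With the smooth muscle score as a covariate the list, which had passed, did not pass (adjusted p = 0.0788).

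Floxed library 2 and Adipoq‐F2‐KO library 2 had high counts of interferon-induced genes. Normalized counts of Isg15 were 591 and 639 there, against 81.2 to 205 in the other 6 libraries, and those of Oas2 were 299.9 and 220.1 against 18.02 to 62.0. Both genotypes had 1 such library, and DESeq2 gave no p for Isg15. These genes were chosen after their values were seen, and no explanation was tested.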
